# Gene expression profiling of the hyperplastic growth zones of the late trout embryo myotome using laser capture microdissection and microarray analysis

**DOI:** 10.1186/1471-2164-14-173

**Published:** 2013-03-14

**Authors:** Pierre-Yves Rescan, Jerome Montfort, Alain Fautrel, Cécile Rallière, Veronique Lebret

**Keywords:** Myogenesis, Muscle growth, Muscle hyperplasia, Gene expression, Transcriptome, Laser capture microdissection, Teleost

## Abstract

**Background:**

A unique feature of fish is that new muscle fibres continue to be produced throughout much of the life cycle; a process termed muscle hyperplasia. In trout, this process begins in the late embryo stage and occurs in both a discrete, continuous layer at the surface of the primary myotome (stratified hyperplasia) and between existing muscle fibres throughout the myotome (mosaic hyperplasia). In post-larval stages, muscle hyperplasia is only of the mosaic type and persists until 40% of the maximum body length is reached. To characterise the genetic basis of myotube neoformation in trout, we combined laser capture microdissection and microarray analysis to compare the transcriptome of hyperplastic regions of the late embryo myotome with that of adult myotomal muscle, which displays only limited hyperplasia.

**Results:**

Gene expression was analysed using Agilent trout oligo microarrays. Our analysis identified more than 6800 transcripts that were significantly up-regulated in the superficial hyperplastic zones of the late embryonic myotome compared to adult myotomal muscle. In addition to Pax3, Pax7 and the fundamental myogenic basic helix-loop-helix regulators, we identified a large set of up-regulated transcriptional factors, including Myc paralogs, members of Hes family and many homeobox-containing transcriptional regulators. Other cell-autonomous regulators overexpressed in hyperplastic zones included a large set of cell surface proteins belonging to the Ig superfamily. Among the secreted molecules found to be overexpressed in hyperplastic areas, we noted growth factors as well as signalling molecules. A novel finding in our study is that many genes that regulate planar cell polarity (PCP) were overexpressed in superficial hyperplastic zones, suggesting that the PCP pathway is involved in the oriented elongation of the neofibres.

**Conclusion:**

The results obtained in this study provide a valuable resource for further analysis of novel genes potentially involved in hyperplastic muscle growth in fish. Ultimately, this study could yield insights into particular genes, pathways or cellular processes that may stimulate muscle regeneration in other vertebrates.

## Background

In the myotome of teleost fish, new muscle fibres continue to be produced far into adulthood, whereas in mammals postnatal growth depends only on the hypertrophy of muscle fibres that are formed during embryonic development [1]. The post-embryonic formation of muscle fibres in fish generally occurs in two successive phases [2]. In the first phase, which takes place in the late embryo stage and/or in larvae, new fibres are formed at the surface of the primary myotome. This regionalised phase of myogenesis, termed stratified hyperplasia, results from the differentiation of myogenic precursor cells that derive from the dermomyotome-like epithelium that surrounds the myotome [3-6]. In the second phase of neomyogenesis, termed mosaic hyperplasia, new muscle fibres are formed on the surface of existing muscle fibres throughout the entire myotome, producing the typical mosaic appearance observed in a muscle cross section. Mosaic hyperplasia is responsible for the robust increase in muscle mass in larvae and in juveniles [7]. Myogenic precursor cells that underlie the basal lamina of mature muscle fibres power mosaic hyperplasia [8]. These resident quiescent cells, which are the equivalent of mammalian satellite cells, express FoxK1 protein [9], a member of the forkhead/winged helix family of transcription factors and one of the few known markers of quiescent satellite cells in mammalian muscle [10]. Although it has not been formally demonstrated, it is likely that these satellite cells in fish also originate from the dermomyotome [3]. In most teleost species, the onset of mosaic hyperplasia follows stratified hyperplasia and begins only in the advanced larval stages [2]. In contrast, in trout, mosaic hyperplasia and stratified hyperplasia occur simultaneously, immediately following the differentiation of the embryonic myotome [11]. This mode of growth likely accounts for the intense embryonic body growth observed in salmonids [11]. Little is known about the genetic mechanisms regulating the formation of new myofibres in fish, primarily as a result of the difficulty of accessing the zones of myotube neoformation. In this study we have combined laser capture microdissection [12] with microarray analysis to compare the transcriptome of hyperplastic subdomains of the late embryo myotome with that of adult myotomal muscle, which displays only limited muscle hyperplasia.

## Methods

### Ethics Statement

This work used early trout embryos. All experiments performed in this study followed the recommendations of the “Comité National de Reflexion Ethique sur l’Experimentation Animale” of the Ministry of Higher Education and Research and were approved by Local Animal Care and Use Committee (approval n° 7I12).

### Animals and sampling

All experiments were performed using rainbow trout *Oncorhynchus mykiss* (Walbaum). Laser capture microdissection of myotome subdomains was carried out on 19 day-old prehatching trout embryos. RNA extraction of adult myotomal muscle was carried out using three distinct animals from a mixed-sex trout population and weighing approximately 500 grams. The trout were rapidly anaesthetised with phenoxyethanol (Sigma; 4 ml/10 litres fresh water) before sacrificing. A transverse slice of fast muscle situated just beneath the dorsal fin was then sampled and was stored at −80°C prior to RNA extraction using using TRIzol reagent (Invitrogen, Carlsbad, CA).

### Selective isolation of superficial and deep domains of the myotome of the late embryo by Laser Capture Microscopy (LCM)

Superficial growth zones under the slow muscle layer and subjacent primary myotome-derived muscle mass were separately isolated using laser capture microdissection. For this purpose, late trout embryos were frozen in liquid nitrogen-cooled isopentane. Ten-micron- thick transverse frozen sections were cut using a cryostat (Leica, Milton Keynes, UK), mounted onto uncoated glass slides, fixed at −20°C in 70% ethanol for 1 min, washed briefly in 70% ethanol and sequentially dehydrated in 100% ethanol and xylene. The sections were then microdissected using a Veritas Laser Capture Microdissection system (LCM) (Arcturus). The infrared laser was used with the following parameters: spot diameter, 20 μm; pulse duration, 3500 ms; power, 90 mW. All areas were selected and collected within 30 min of the preparation of the slide. A total of 20–30 laser-captured area obtained from 2–3 late embryos were pooled for each RNA extraction. Total RNA was isolated using the PicoPureRNA isolation kit (Arcturus) and had an RNA integrity number of 7.5 (Agilent).

### Microarray slides

Microarray experiments were performed using an Agilent-based microarray platform with 8 × 60 K probes per slide (GEO platform record: GPL15840). This platform, which is based on a rainbow trout resource designed by Salem *et al*. [13], has been enriched with oligonucleotides designed using recent NGS data from trout [14]. The microarray gene annotations were reanalysed by Sigenae (Institut National de la Recherche Agronomique, Toulouse, France). Microarray data sets have been submitted to the GEO-NCBI with the accession number GSE40410.

### RNA labelling and hybridisation

RNA from (i) four distinct pools of laser-captured superficial area of late trout embryo myotome, (ii) three distinct pools of laser-captured deep area of late trout myotome and (iii) three distinct adult fast muscles were used for labelling and hybridisation. RNA samples were Cy3-labelled according to the manufacturer’s instructions (Agilent). Briefly, RNA was first reverse transcribed, using a polyDT-T7 primer, Cy3 was incorporated by a T7 polymerase-mediated transcription and excess dye was removed using an RNeasy kit (Quiagen). The level of dye incorporation was evaluated using a spectrophotometer (Nanodrop ND1000, LabTech). Labelled RNA was then fragmented in the appropriate buffer (Agilent) for 30 minutes at 60°C before dilution (v/v) in hybridisation buffer. Hybridisations were performed in a microarray hybridisation Oven (Agilent) overnight at 65°C, using two Agilent 8 × 60 K high-density oligonucleotide microarray slides. Following hybridisation, the slides were rinsed in gene expression wash buffers 1 and 2 (Agilent).

### Data acquisition and analysis

Hybridised slides were scanned at a 3-μm resolution using an Agilent G2505 microscanner. Data were extracted using the standard procedures contained in the Agilent Feature Extraction (FE) software version 10.7. Arrays were normalised using GeneSpring software. A *t*-test (p < 0.01) and an average fold change of >3 were used as the criteria for defining genes as differentially expressed between hyperplastic areas of the late embryonic myotome and adult myotomal muscle. For clustering analysis, data were log transformed, median-centred and an average linkage clustering was carried out using CLUSTER software. The results were visualised using TREEVIEW [15]. Biological functions and pathways were generated and analysed using Ingenuity Pathway Analysis software (IPA, Ingenuity Systems, CA).

### In situ hybridisation

Recombinant bacterial clones were obtained from the CRB GADIE resource centre (Jouy-en-Josas, France) or the USDA (Washington D.C., USA). Plasmid were extracted and cDNA inserts were amplified by PCR using vector-specific primers. PCR products were purified and used as templates for digoxigenin (DIG)-labeled probe synthesis using the Riboprobe Combination system - T3/T7 RNA polymerase (Promega).

In situ hybridisation experiments were performed in 17 day-old trout embryos. Briefly trout embryos were dechorionated with fine forceps and were fixed overnight at 4°C with paraformaldehyde in phosphate buffered saline (PBS). Specimens were dehydrated and stored in methanol at −20°C. After rehydration in graded methanol-PBS, embryos were processed according to established automated procedures [16] with minor modifications.

## Results

### Muscle hyperplasia in the late trout embryo

The zones of myotube neoformation in the trout late embryonic myotome were visualised by in situ hybridisation of the transcript encoding myogenin, a transcriptional activator associated with the differentiation of myogenic cells. Transverse sections from 19-day-old trout embryos revealed that myogenin was strongly expressed in a discrete layer at the periphery of the myotome, including the dorsal and ventral extremes, and, in a scattered pattern, throughout the deep primary myotome-derived muscle mass (Figure 1A). These observations indicate that the predominant mode of hyperplasia in trout late embryos is stratified and occurs at the periphery of the expanding myotome. However, a deeper, sparse distribution of myogenin labelling indicates the concomitant mosaic differentiation of new fibres in the primary myotome-derived muscle mass. This pattern is in agreement with that previously reported in brown trout [11].

**Figure 1:**
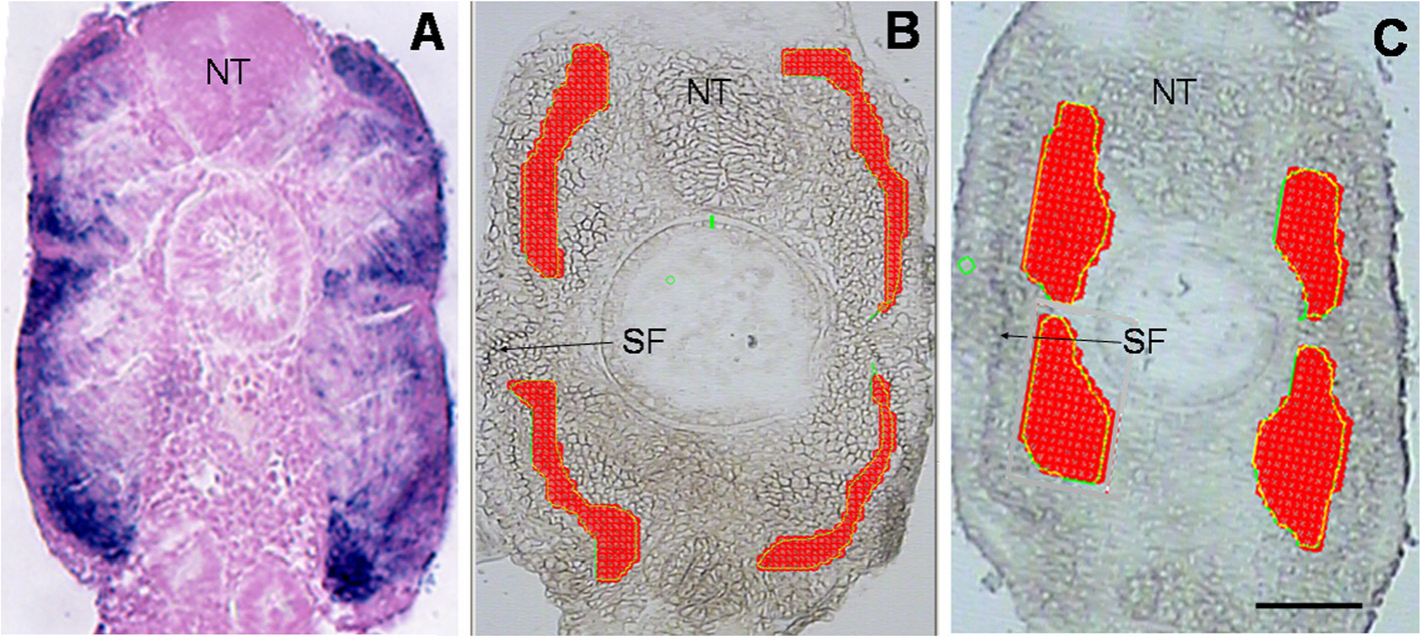
**(A) Expression of myogenin in 19-day-old trout embryos.** Transverse section: labelling can be observed at the periphery of the myotome, and, in a scattered pattern, throughout the deep primary myotome-derived muscle mass. (**B**-**C**) Representative laser capture microdissection of peripheral (**B**) and deep domains (**C**) of the myotome of 19-day-old trout embryos. The areas in red correspond to laser-captured surfaces. SF: slow fibres. Horizontal line, 75 μm.

### Gene expression profiling overview

Superficial growth zones located beneath the slow muscle and deep primary myotome-derived muscle mass were separately laser-captured from transverse sections of 19-day-old trout embryos (Figure 1B and C). 

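Each RNA pool or adult muscle was labelled with the single dye Cy3 and hybridised to an Agilent array of its own, 10 arrays in all. The superficial hyperplastic areas gave 4 arrays, the deep domain of the myotome 3 and adult fast muscle 3. An RNA pool held laser-captured areas from a few embryos, whereas each adult array came from a different fish. The paper cites another deposit number than that of the files used here, which were taken as the paper's because the labels, group sizes and array format match. They hold the scanner output of every array, in which the Feature Extraction software gives a background-subtracted intensity for each of 61657 spots outside the controls, which stand for 60195 probes, and a flag for spots well above background. No spot was saturated (0 on every array). The share of spots well above background was between 60.8% and 69.7% on the superficial arrays, 66.2%, 68.2% and 42.3% on deep replicates 1, 2 and 3, and between 62.4% and 68.6% on the adult arrays. Deep replicate 3 was the dimmest array, with a median intensity of 9.06 against 51.1 and 51.7 for the other deep replicates. Arrays carry no count of molecules, and their number limits the precision.
The arrays lay on 2 slides. Slide 1 held the 4 superficial arrays and adult replicates 1 and 2, and slide 2 held the 3 deep arrays and adult replicate 3. The files record a scan at 3 µm for slide 1 and at 2 µm for slide 2, whereas the methods give 3 µm for the slides. The comparison of superficial areas with the deep domain therefore runs across slides, and the adult arrays are the only group present on both.
The intensities were taken to log2, each array was shifted so that the 75th percentile of its probes stood at 0, outlier spots were left out, and the spots of a probe were averaged. Levels of probes are log2 values relative to that percentile. Probes were tested with limma, a linear model that shares the estimate of spread among probes, if they were well above background on every array of at least 1 of the groups in the fit. A probe was called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 3, the fold change being the criterion of the methods. The methods name GeneSpring for normalisation and a t-test, and do not say whether p was adjusted. Where a probe was not well above background on some array of a group, its fold is given as a bound, computed against the higher of the lowest well-measured signal and the probe's own signal on each array. The files name 46 genes through their probes, 5 of them among the 146 gene names collected from the paper. The other probes carry sequence identifiers only, so counts are of probes, not of genes.
The authors' deposited value table holds log2 values after quantile normalisation of the 10 arrays. Set against the scanner output, 9 of its 10 columns held the values of another array than the one they are named for (Spearman's correlation across probes of at least 0.9999 with the array held). The scanner output was therefore used throughout. By its labels, all 10 arrays had their most similar array within their own group, against 4 of 10 by the column names of the value table.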

Four distinct pools of laser-captured superficial domains, three distinct pools of laser-captured deep domains and three distinct adult fast muscles were used for microarray experiments. An average fold change of >3 and P <0.01 were used as the criteria for defining genes as differentially expressed between laser-captured growth zones located at the periphery of the late embryo myotome and adult muscle. The supervised clustering of the differentially expressed genes is shown in Figure 2 and is available online as a browseable file [17]. Overall, 6828 genes were found to be up-regulated and 5841were found to be down-regulated in superficial hyperplastic areas of the late embryo myotome compared to adult muscle. 

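In the comparison of the 4 superficial arrays with the 3 adult arrays, 39474 probes were tested. Of these, 6399 were up-regulated and 8097 were down-regulated in superficial hyperplastic areas (limma, adjusted p under 0.01 and fold change over 3), which is 36.7% of the tested probes. On all 7 arrays, 4108 of the up-regulated and 4473 of the down-regulated probes were well above background, and their median fold changes were 4.812 and 5.225. The other called probes were not well above background on some array, so their folds are bounds, and with those bounds in place the medians over all called probes were 4.54 and 4.56. For 28955 of the tested probes the arrays of the 2 groups did not overlap, where chance gives 5.71% of probes. Leaving out each array in turn gave between 6168 and 6575 up-regulated and between 7781 and 8245 down-regulated probes. With the arrays of slide 1 alone, 14527 probes were called, and 13445 of them were called in the same direction with all 7 arrays. The t-test named in the methods, run on the same values without adjustment, called 6073 probes up-regulated and 7553 down-regulated. Superficial areas were laser-captured from embryo sections and extracted with the PicoPure kit, whereas adult muscle was a slice extracted with TRIzol. Stage, collection and extraction all differ between the groups, so these counts do not separate their effects.
Up-regulated probes made up 44.1% of the called probes, and 55.6% when each array was scaled to its median in place of its 75th percentile. When the columns of the authors' deposited value table were taken by their names, which mixes the groups, limma called 0 probes, with 835 at an unadjusted p under 0.05, and the methods' t-test called 28 without adjustment and 0 after it. With each column given to the array it holds, an alternative chosen after the data were seen, limma called 7346 probes up-regulated and 6829 down-regulated.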

Consistent with the hyperplastic growth pattern in trout [11], hyperplasia-correlated genes exhibit intermediate expression in deep primary myotome-derived muscle mass compared to the expression observed in superficial hyperplastic areas and in adult muscle. This is exemplified in the expression of Myogenic regulatory factors including myogenin (Figure 3A). 

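In a fit of all 10 arrays, which tested 39651 probes, 5075 probes were higher and 6599 lower in the deep domain than in adult muscle (limma, same thresholds). Between superficial areas and the deep domain only 9 probes were higher and 89 lower in superficial areas, and 10640 probes reached an unadjusted p under 0.05. That comparison runs across slides, and with slide as a block the counts were 1 and 12. Without deep replicate 2 they were 1 and 26. Of the probes called against adult muscle, 4611 were higher and 5830 lower in both embryonic domains. The log2 fold changes of the 2 domains against adult muscle correlated at 0.9496 across probes. Unchanged groups simulated against the same adult arrays gave 0.541, since the comparisons share those arrays. They gave no probe called in both, which is no separate support because unchanged groups are hardly ever called at these thresholds.
The position of the deep domain was measured for each probe as its log2 difference from adult muscle divided by that of superficial areas, so that 0 is the adult level and 1 the superficial level. Among the 6399 probes up-regulated in superficial areas, the deep mean lay between the other means for 84.8%, at a median position of 0.848 ± 0.081 (SD over the 3 deep arrays). Among the 8097 down-regulated probes it lay between for 76.6%, at a median position of 0.856 ± 0.125 (SD over the 3 deep arrays). Deep replicate 3, the dim array, lay farthest towards adult muscle. Without it, the shares were 79.6% and 67.8%, and the median positions 0.896 and 0.914. Under scaling to spike-in control probes, chosen after the data were seen, the deep mean lay between for 58.9% of the up-regulated probes, at a median position of 0.969, and for 90.3% of the down-regulated probes, at 0.735, while the mean of both positions was 0.852 as in the reported scaling.
The superficial arrays were also placed on this scale, each left out of the selection of probes and set against the other superficial arrays. The mean of the positions for up-regulated and down-regulated probes averaged 0.991 ± 0.044 (SD, n = 4) for superficial arrays and 0.845 ± 0.103 (SD, n = 3) for deep arrays. The difference between the group means gave a two-sided p = 0.0286 (exact permutation test over 35 splits, the smallest they allow). Every deep array lay below every superficial array, with a gap of 0.0244 between the closest arrays and deep replicate 3 far below the others. The split by domain is also the split by slide, so this test does not separate domain from slide. From the intermediate expression in the deep domain, the paper draws the parallel with the growth pattern of trout, in which new fibres form mainly at the periphery of the myotome and more sparsely in its depth.

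**Figure D1:**
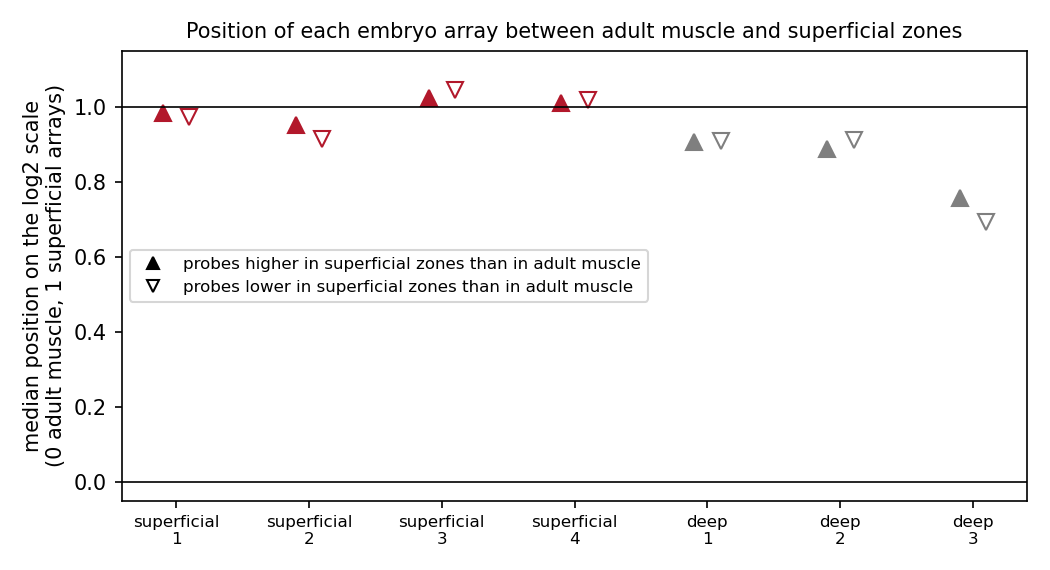
Median position of each embryonic array between adult muscle (0) and superficial areas (1) on the log2 scale, with upward triangles for probes up-regulated and open downward triangles for probes down-regulated in superficial areas. Each superficial array is set against the other superficial arrays. Deep replicates 1 and 2 stand between 0.888 and 0.911 and deep replicate 3 at 0.759 and 0.695.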

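The files name probes for myogenin, Myf5 and mrf4, each well above background on all 10 arrays. A probe called myod1, of unknown MyoD paralog, was also above background on all 10 arrays but was not intermediate in the deep domain. Its mean was lowest there, at 2.59 ± 0.27 (SD, n = 3), though the arrays of the 2 embryonic domains overlapped. It stood at 2.96 ± 0.19 (SD, n = 4) in superficial areas and 3.59 ± 0.44 (SD, n = 3) in adult muscle. Myogenin stood at 2.40 ± 0.10 (SD, n = 4) in superficial areas, 1.42 ± 0.25 (SD, n = 3) in the deep domain and -0.09 ± 0.27 (SD, n = 3) in adult muscle. Every deep array lay below every superficial array and above every adult array. The log2 difference between the deep domain and adult muscle was 1.51 (standard error 0.21, limma adjusted p = 1.28e-04), a 2.84-fold change that falls short of the threshold of 3. The difference between superficial areas and the deep domain was 0.98 (standard error 0.19, adjusted p = 0.031), which was not past the threshold.
Myf5 showed the same order, with 4.14 ± 0.10 in superficial areas, 2.81 ± 0.64 in the deep domain and 1.06 ± 0.47 in adult muscle (SD, n = 4, 3 and 3), and again no overlap between groups. Its deep level was 3.37-fold above that of adult muscle (limma adjusted p = 9.99e-04), and its superficial level was 2.52-fold above the deep level (adjusted p = 0.0453), which was not past the threshold. For mrf4 the means were 1.66 ± 0.17, 1.18 ± 0.31 and 0.03 ± 0.45 in the same order, and the arrays of superficial areas and the deep domain overlapped (log2 difference 0.48, limma adjusted p = 0.226). Adult replicate 3, on slide 2 with the deep arrays, lay below adult replicates 1 and 2 for myogenin, Myf5 and mrf4. It stood at -0.39 against 0.14 and -0.01 for myogenin, and at 0.54 against 1.17 and 1.46 for Myf5. For mrf4 it stood at -0.47 against 0.16 and 0.41, a gap wider than the difference between the domains. Part of the fall from superficial areas to the deep domain, and for mrf4 all of it, may therefore come from the slide.

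**Figure D2:**
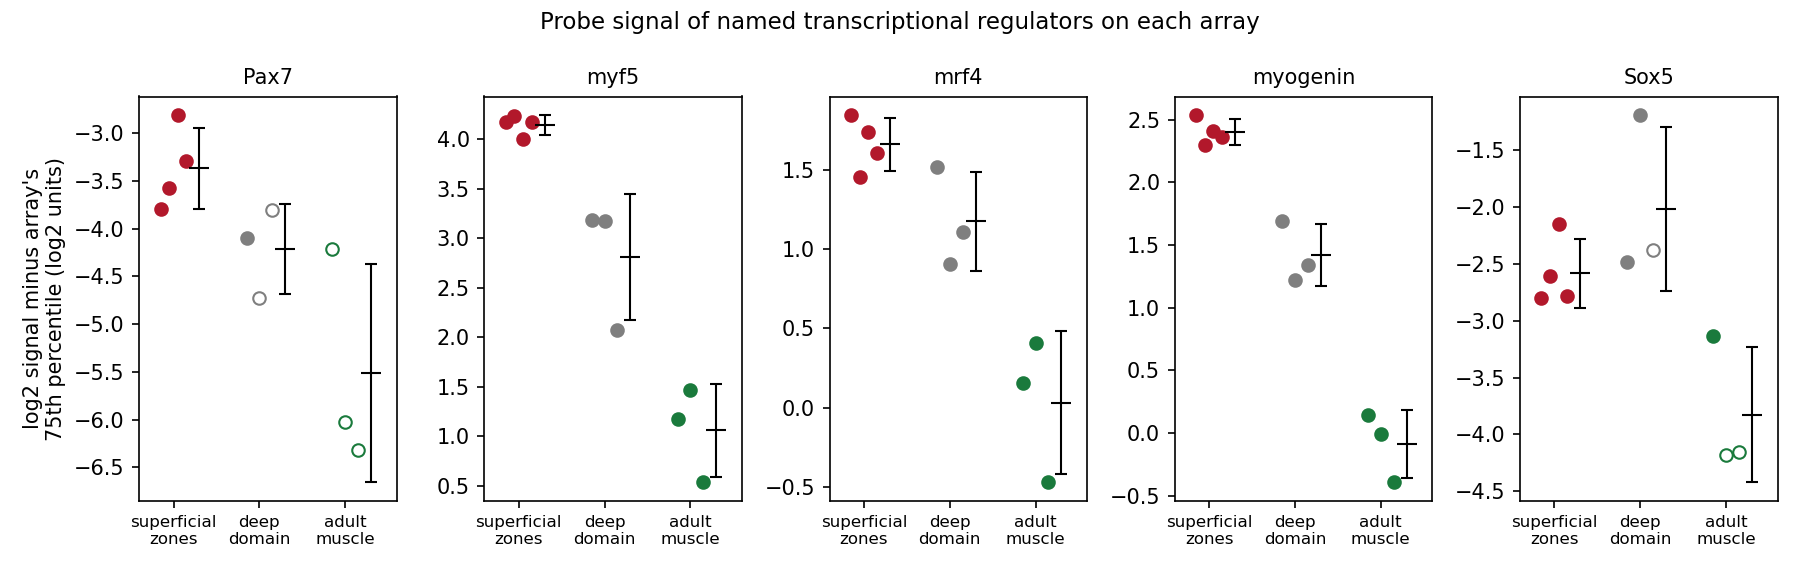
Level of the probes for Pax7, Myf5, mrf4, myogenin and Sox5 on each array, as log2 signal minus the array's 75th percentile, with a separate vertical scale for each gene. Points are arrays in the order of their replicate numbers, open where the probe was not well above background, and bars give the mean and SD of the group. Myogenin and Myf5 fall from superficial areas to the deep domain to adult muscle without overlap, and no adult array measured Pax7 above background.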

Ingenuity pathways analysis software (IPA) was used to determine significant biological functions associated with hyperplastic areas. A total of 5497 genes were identified as eligible by IPA and were used for functional analysis. As shown in Additional file 1, top networks and major molecular and cellular functions associated with muscle hyperplasia-correlated genes were related to RNA processing, protein synthesis, DNA replication recombination and repair and cell cycle. “Embryonic development”, “Organismal development”, “Tissue development”, and “Tissue morphology”, were the top significant categories in “physiological development and system function” (Additional file 1). The category “Embryonic development” included the functional annotation “myogenesis of embryonic cell lines” while the category “Tissue development” included the functional annotation “morphogenesis of muscle” (not shown).

**Figure 2:**
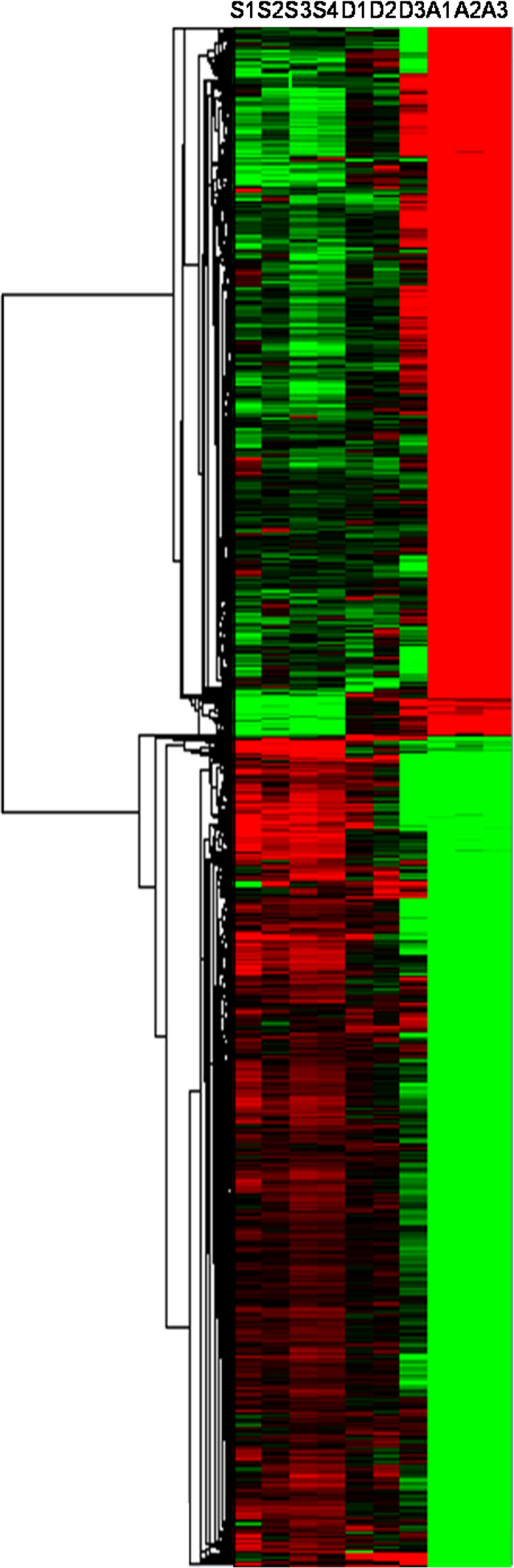
**Heat map of the hierarchical clustering of genes differentially expressed (minimum fold change >3; *P- *value > 0.01) between laser-captured superficial hyperplastic areas of the late embryo myotome and adult myotomal muscle.** The horizontal dendrogram represents the correlation distances between gene expression levels. Each row represents the expression of a single gene and each column represents a single sample as follows: columns 1–4 (S1-S4), superficial hyperplastic zones of the late embryonic myotome; columns 5–7 (D1-D3), deep zones of the late embryonic myotome; columns 8–10 (A1-A3), adult muscle. Expression levels are represented by a colour tag, with red representing high levels of expression and green representing low levels of expression.

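Across all probes outside the controls, Spearman's correlation between arrays was between 0.956 and 0.977 for pairs of superficial arrays, between 0.912 and 0.974 for pairs of deep arrays, and between 0.945 and 0.958 for pairs of adult arrays. Pairs of a superficial and a deep array ranged from 0.888 to 0.964 over 12 pairs. The 4 pairs with deep replicate 3, between 0.888 and 0.902, lay below every pair within a group, and the other 8 were between 0.944 and 0.964. Pairs of a superficial and an adult array ranged from 0.807 to 0.850 over 12 pairs, and pairs of a deep and an adult array from 0.810 to 0.859 over 9. These are correlations across probes, which are not independent replicates.
The probe with the largest rise among those well above background on all 7 arrays carries the identifier TC130962, with no gene name in the files, and the sequence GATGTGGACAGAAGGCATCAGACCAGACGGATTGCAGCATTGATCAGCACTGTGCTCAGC. Its level was 7.99 ± 1.71 (SD, n = 4) in superficial areas, 9.40 ± 0.97 (SD, n = 3) in the deep domain and -2.88 ± 0.39 (SD, n = 3) in adult muscle. The log2 fold change between superficial areas and adult muscle was 10.87 (standard error 0.82, limma adjusted p = 9.97e-06). The level in the deep domain did not differ from that in superficial areas beyond the spread between arrays (log2 difference -1.41, adjusted p = 0.279). Another leading rise, DV198350.s.om.10, had a similar profile. It stood at 7.49 ± 1.66 (SD, n = 4) in superficial areas, 9.05 ± 0.99 (SD, n = 3) in the deep domain and -1.92 ± 0.15 (SD, n = 3) in adult muscle. Which tissue in the captured areas gave these signals was not tested, and carry-over from neighbouring tissue is not excluded.
The largest fall was that of TC112643, whose probe has the sequence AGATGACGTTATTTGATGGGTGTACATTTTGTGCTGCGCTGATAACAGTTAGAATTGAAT. It stood at -2.33 ± 0.70 (SD, n = 4) in superficial areas, -1.31 ± 1.28 (SD, n = 3) in the deep domain and 10.11 ± 0.21 (SD, n = 3) in adult muscle, a log2 fold change of -12.44 in superficial areas (standard error 0.36, limma adjusted p = 4.25e-07).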

**Figure 3:**
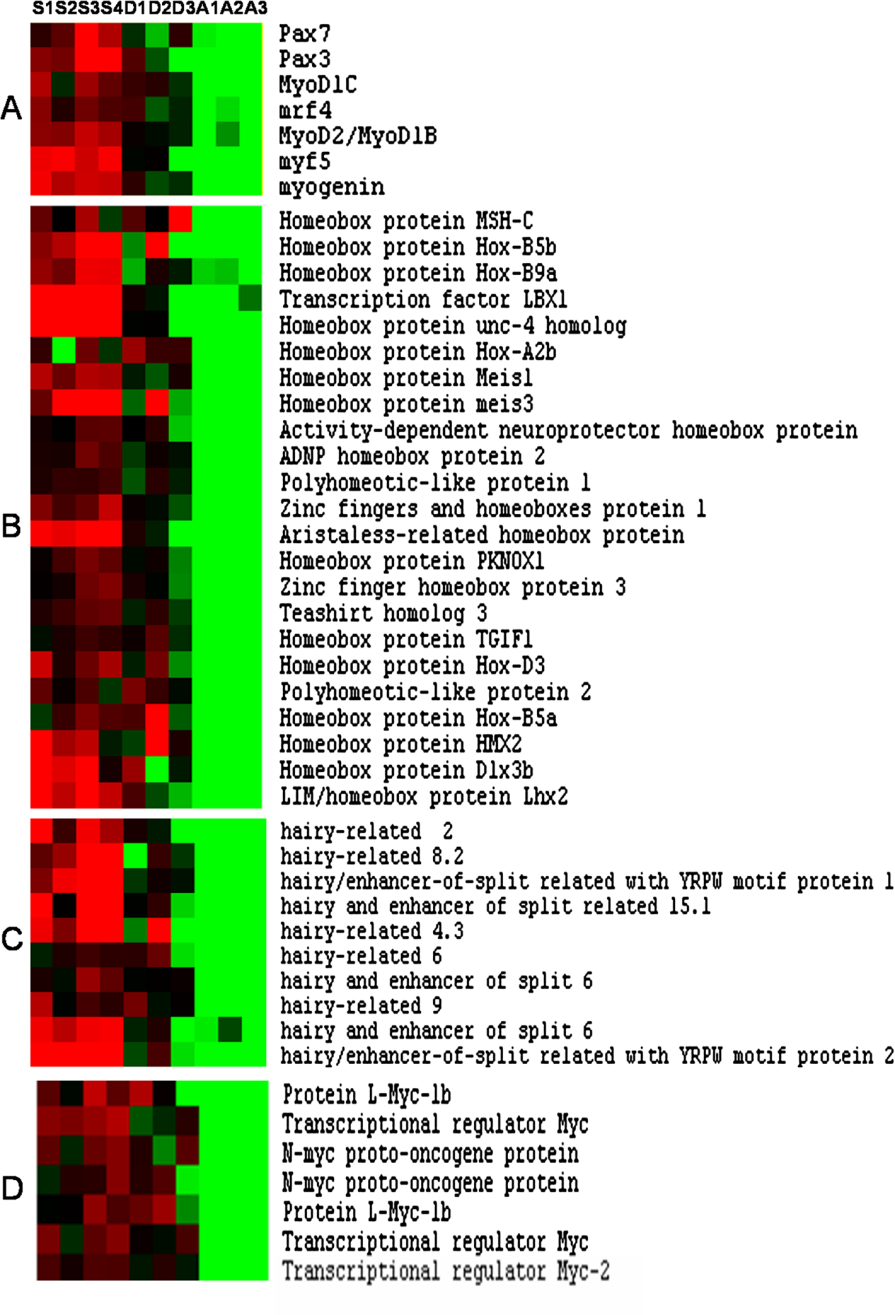
**Supervised clustering of transcriptional regulators overexpressed in hyperplastic areas.** (**A**) canonical myogenic markers and bHLH regulators, (**B**) homeobox containing transcriptional factors, (**C**) members of the Hairy/enhancer of split (Hes) family and (**D**) Myc paralogs. Columns are as in Figure 2. Few genes are present as multiple copies resulting from paralogue retention following whole genome duplication (WGD) events that occurred at the base of the actinopterigyans or specific to the salmonid lineage.

### Identifying genes associated with myotube formation

Muscle fibre hyperplasia involves the proliferation, fusion and differentiation of myogenic cells. These events are regulated by an interplay of intrinsic factors and extrinsic signals. Therefore, to further identify candidate genes of specific relevance in the regulation of muscle hyperplasia, we focused on transcripts encoding cell-autonomous (intrinsic) factors such as transcriptional regulators and membrane associated proteins, and on transcripts encoding extrinsic factors such as secreted factors, including growth factors and signalling molecules.

### Transcriptional regulators: DNA-binding transcriptional regulators

More than 100 DNA-binding transcriptional regulators were found to be up-regulated in the superficial hyperplastic areas of the late embryonic myotome when compared to adult fast muscle (Additional file 2). Among these factors were well known regulators of muscle-specific transcription such as the paired-box transcription factors, Pax3 and Pax7, which mark immature myogenic cells, and the myogenic bHLH transcription factors such as MyoD (Myod1b and MyoD1c), Myf5, mrf4 and myogenin, which act downstream of the pax3/7 genes to trigger myogenic differentiation (Figure 3A). In addition to these canonical myogenic regulators, we found a large set of genes encoding homeobox motif-containing transcriptional regulators such as members of the meis family (meis1 and meis3), activity-dependent neuroprotector homeobox protein, Lbx1 and *ARX* (Aristaless-related homeobox gene) (Figure 3B). 

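Of the regulators listed here, the files name probes for Pax7, Myf5, mrf4 and myogenin. With Sox5, they make up the 5 genes of the paper that could be tested, and all 5 were higher on every superficial array than on every adult array, where chance gives 2.86% of probes in that direction. Past the threshold were 4 of them when p was adjusted over all probes, and 4 adjusted over the list alone, which is not independent evidence because the study chose the genes on these arrays.
Myf5 was 8.50-fold higher in superficial areas than in adult muscle (log2 fold change 3.09, standard error 0.23, limma adjusted p = 9.8e-06) and myogenin 5.62-fold higher (log2 fold change 2.49, standard error 0.18, adjusted p = 8e-06). With each array left out in turn, the log2 fold change stayed between 2.83 and 3.29 for Myf5 and between 2.338 and 2.604 for myogenin. For mrf4 the fold change was 3.09 (log2 1.63, standard error 0.23, limma adjusted p = 3.28e-04), just over the threshold. It fell below the threshold without superficial replicate 1 (log2 1.56) and without adult replicate 3 or with slide as a block (log2 1.38 for both).
Pax7 was well above background on the 4 superficial arrays, at -3.36 ± 0.43 (SD, n = 4), and on none of the adult arrays, so that only a bound can be given, at least 1.35-fold higher in superficial areas (limma adjusted p = 0.00431). Its fitted log2 fold change was 2.15 with all arrays, and the call was lost without superficial replicate 3 (1.97) or 4 (2.13), without adult replicate 2 (1.90) or 3 (1.75), with slide as a block (1.75) and by the methods' t-test. In the deep domain, 1 of 3 arrays measured it above background. A probe that the files call myod1, without telling which MyoD paralog it represents, was lower in superficial areas than in adult muscle by a log2 difference of -0.63 (standard error 0.23, limma adjusted p = 0.0357), which was not past the threshold.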

Several genes found to be up-regulated in our analysis encode transcriptional regulators of the Sox family, such as Sox5, sox8 and sox11. Also were found the winged helix factor Foxc1 as well as Tbx2 and Tbx3 which are members of the T-box DNA binding-containing protein family. 

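The probe that the files name Sox5 was dim. It was well above background on the 4 superficial arrays, on 2 of 3 deep arrays and on 1 of 3 adult arrays. Its level was -2.58 ± 0.30 (SD, n = 4) in superficial areas, -2.02 ± 0.72 (SD, n = 3) in the deep domain and -3.83 ± 0.59 (SD, n = 3) in adult muscle. Against the background limit, it was at least 2.16-fold higher in superficial areas than in adult muscle (limma adjusted p = 0.00548), and its fitted log2 fold change of 1.24 (standard error 0.30) did not reach the 3-fold threshold. The fitted log2 fold change was 1.66 under quantile normalisation, where the probe was called. With each array left out in turn it stayed between 1.06 and 1.58, and the probe was never called. Superficial areas and the deep domain did not differ beyond the spread between arrays (log2 difference -0.57, adjusted p = 0.337).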

Among the transcriptional regulators with zinc finger motifs, we identified Gli2 and snail2, as well as Zic2 and Zic4. A salient feature of the hyperplastic zones was the strong enrichment of genes encoding members of Hairy/enhancer of split (Hes) family proteins such as hairy and enhancer of split 6, as well as Hes-related transcriptional factors including hairy enhancer of split with YRPW motif protein 1 (Hey1) and 2 (Hey2) (Figure 3C). Seven distinct c-Myc paralogs were up-regulated in hyperplastic areas (Figure 3D) along with their associated factor Max and the upstream transcriptional regulators the FUSE binding proteins FUBP1, FUBP2 and FUBP3. Finally, we observed an enrichment for members of the AP-2 family (alpha, alpha-2, epsilon and sigma) in hyperplastic zones.

### Transcriptional regulators: epigenetic factors

A salient feature of the expression profiling of the superficial hyperplastic areas of the late embryonic myotome, when compared to adult fast muscle, was the strong enrichment for genes encoding epigenetic transcriptional regulators. Among these regulators were proteins belonging to the Polycomb groups (Figure 4), including Polycomb protein SCMH1, Polycomb-group ring finger proteins 3 and 6, and polyhomeotic-like proteins 1 and 2, all of which are components of the multiprotein PRC1-like complex [18]. In our expression profiling we also identified the histone-lysine N-methyltransferase EZH2, RBBP4, polycomb protein suz12-B, polycomb protein EED and Jarid2 (protein Jumonji) all of which associate with the PCR2 complex [18]. In addition, several histone modifying enzymes of the protein arginine methyltransferases (PRMT) families, such as PRMT1, PMRT3, PRMT4/CARM1, PRTM5, PRTM6 and PRMT7 were found to be overexpressed in germinal zones (Figure 4). Another group of up-regulated epigenetic regulators included several SWI/SNF chromatin-remodelling enzymes (Smarcd1, Smarce1, Smarcb1A, smarca5, smarcad1, Smarcab1, Smarcc1 and Smarca4/BRG1).

**Figure 4:**
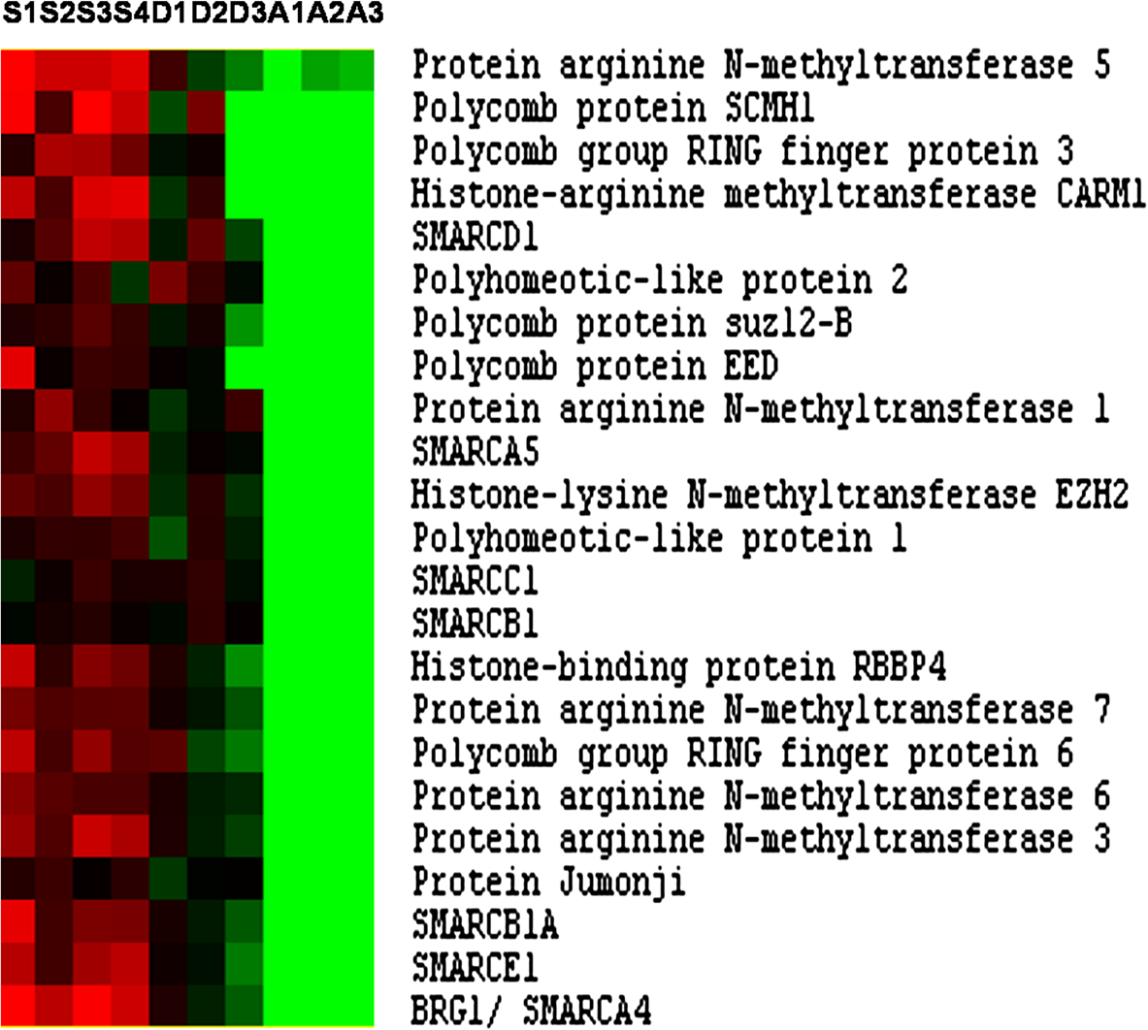
**Supervised clustering of epigenetic transcriptional regulators overexpressed in hyperplastic areas.** Columns are as in Figure 2.

### Membrane-associated proteins

More than 130 membrane protein-encoding genes were found to be overexpressed in superficial hyperplastic zones of the late embryo myotome compared to adult fast muscle (Additional file 3). Among these genes we observed a large set of immunoglobulin superfamily cell surface proteins, including the promyogenic cell surface receptors N-CAM, M-cadherin (cadherin 15), N-cadherin (cadherin 2), Kin of Irre 3, brother of CDO (BOC) and protogenin (Figure 5). Other transmembrane proteins containing Ig domain were also identified, including jam 2b and the receptor-linked protein tyrosine phosphatases U, sigma and delta (Figure 5). Transmembrane proteins overexpressed in hyperplastic zones also included Adam 17 and Adamts 18, which are members of the disintegrin and metalloprotease family. In addition, cleft lip and palate transmembrane protein 1, trophoblast glycoprotein, several tetraspanins, receptor binding cancer antigen expressed on SiSo cells /RCAS1, BMP receptor type IB, tissue factor/CD142, integrin alpha 9, the planar cell polarity effectors Vang-like protein 1 and 2, multiple ligand binding receptors such as fibroblast growth factor receptor 4, Ephrin type A receptor 2 and Ephrin type B receptor 3, TNF receptor member 19 and Frizzled receptors (1, 3, 7, 8 and 10) were all up-regulated in the microarray.

**Figure 5:**
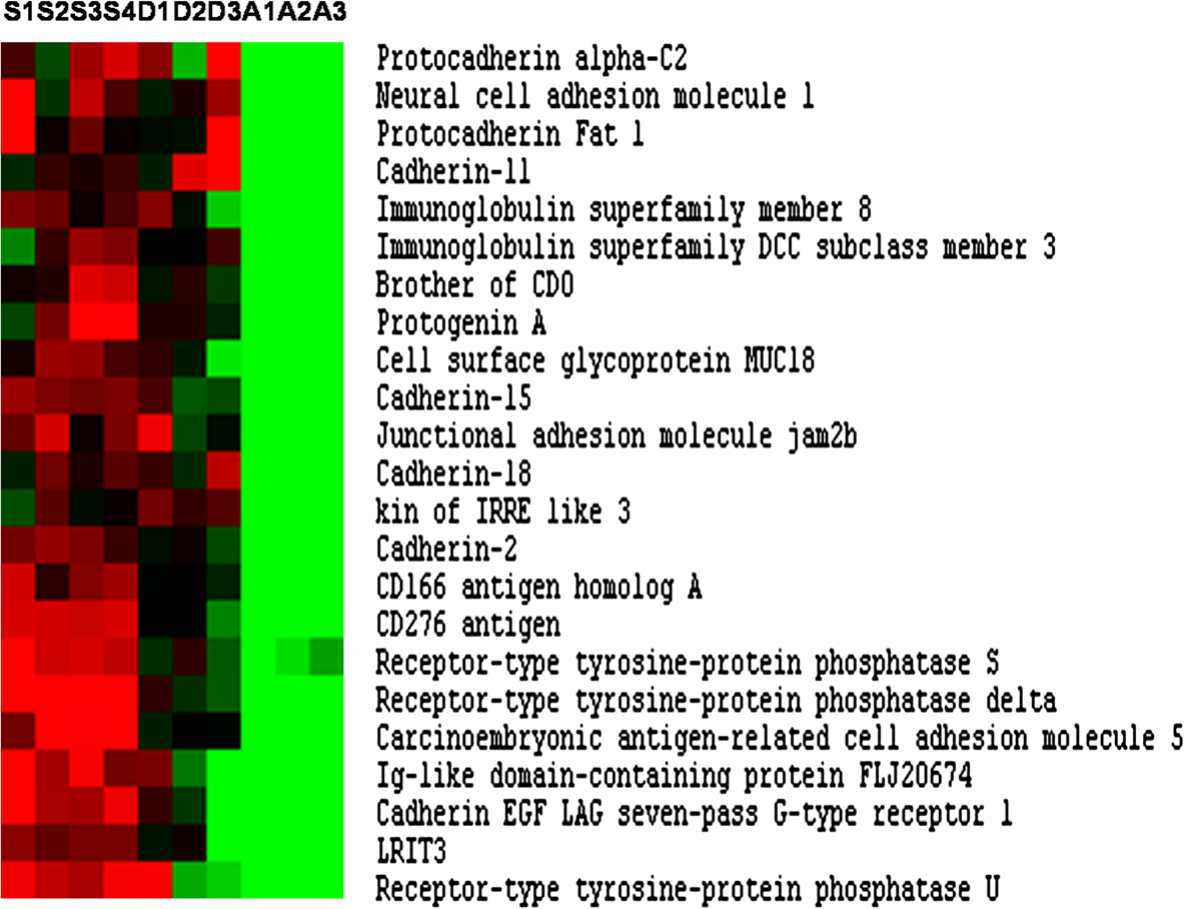
**Supervised clustering of immunoglobulin (Ig) domain-containing membrane receptors overexpressed in hyperplastic areas.** Columns are as in Figure 2.

### Signalling environment components and other secreted factors

When compared to adult fast muscle, superficial hyperplastic areas of the late embryo myotome were found to up-regulate a large set of secreted factors that are presented in Figure 6. Some of these factors, such as BMP4 and Wnt proteins (i.e., Wnt5a, Wnt 11 and Wnt 16), are morphogens known to regulate developmental processes. Secreted antagonists of BMP (Noggin3 and Gremlin-1), Wnt (sfrp2) and myostatin (follistatin and Wap, kazal, immunoglobulin, kunitz and NTR domain-containing protein 2 (WFIKKN2)) were also found to be up-regulated. Growth factors overexpressed in hyperplastic zones included FGF10, FGF6, IL18, Hepatoma derived growth factor, Hepatoma derived growth factor-related protein 2, anterior gradient proteins 2 and 3, Neurotrophin 4, pleiotrophic factors alpha-1 and proheparin-binding EGF-like growth factor. Other factors overexpressed in the late embryonic myotome included Nattectin, Netrin 1, Netrin 2 and galectin 3 and 4, which regulate cell-cell or cell-extracellular matrix interactions, cytolysin Src-1, which is involved in membrane reorganisation, Fam3C, and several members of the semaphorin family, such as semaphorin 3D and 7A. Finally, we observed the up-regulation of sulf-1, an extracellular endosulfatase that regulates growth factor signalling for satellite cell differentiation.

**Figure 6:**
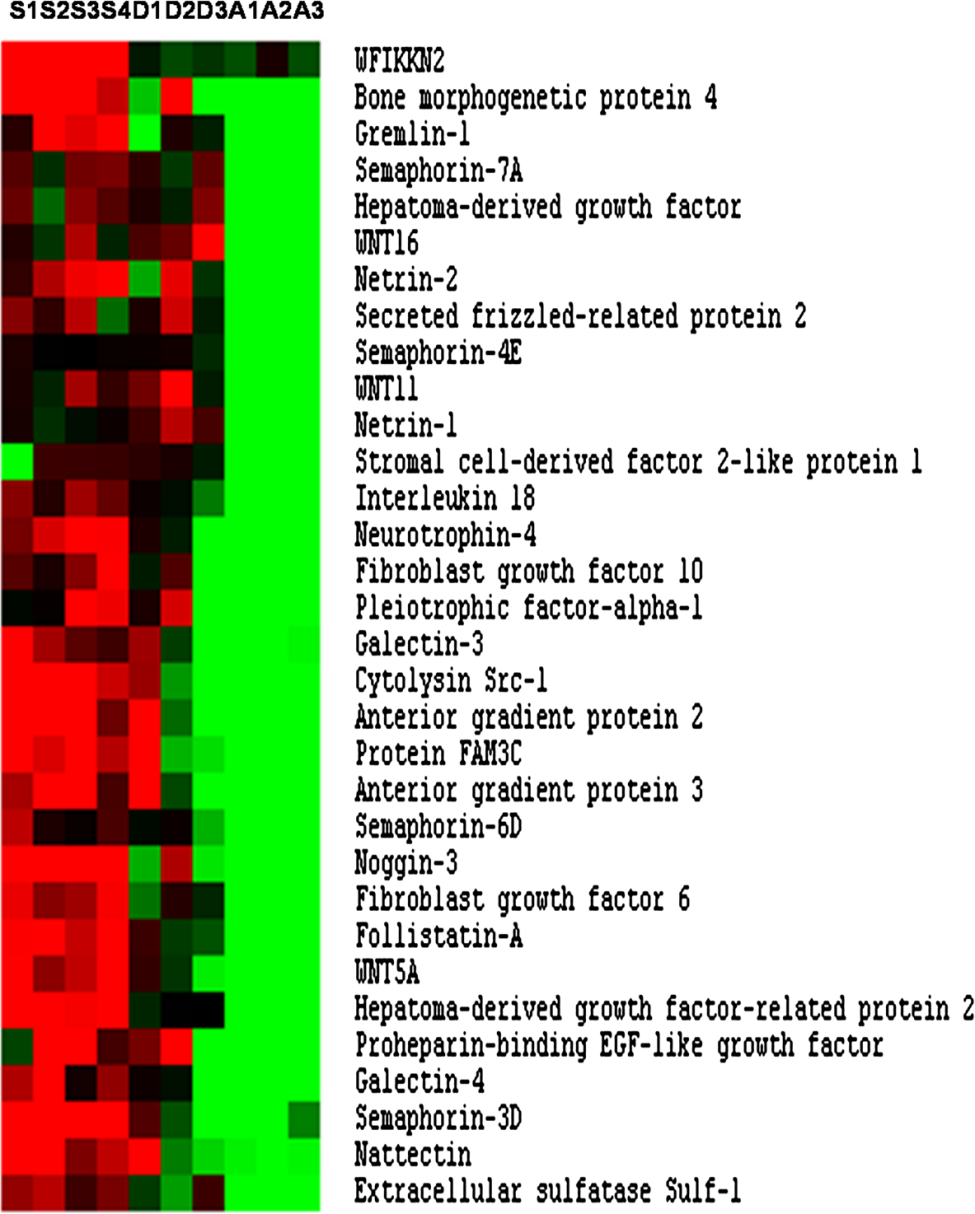
**Supervised clustering of secreted factors overexpressed in hyperplastic areas.** Columns are as in Figure 2.

### In situ hybridisation of transcripts up-regulated in laser-captured peripheral hyperplastic domains of the myotome

One hundred fifty genes found to be up-regulated in laser-captured superficial hyperplastic areas *versus* adult fast muscle and representing a broad range of biological functions were selected and their expression was investigated by whole-mount in situ hybridisation on 17-day-old prehatching trout embryos. At this stage, the dermomyotome-like epithelium, which provides myogenic cell precursors for lateral fast muscle expansion, is still apparent at the surface of the myotome [5]. Approximately 15% of the clones tested gave a clear signal within the myotome of the late trout embryo indicating that a large fraction of the transcripts up-regulated in hyperplastic zones are expressed at a level too low to be detected in situ using our hybridisation conditions. When present, signals were always observed at the surface of the myotome, either in the myogenic progenitors forming the dermomyotome-like epithelium, as in the case with gremlin, SFRP2, brother of CDO (BOC) and Kin of Irre 3 or more medially, in the differentiating myofibres, as observed for Hes-6, M-cadherin and c-myc (Figure 7 and Additional file 4).

**Figure 7:**
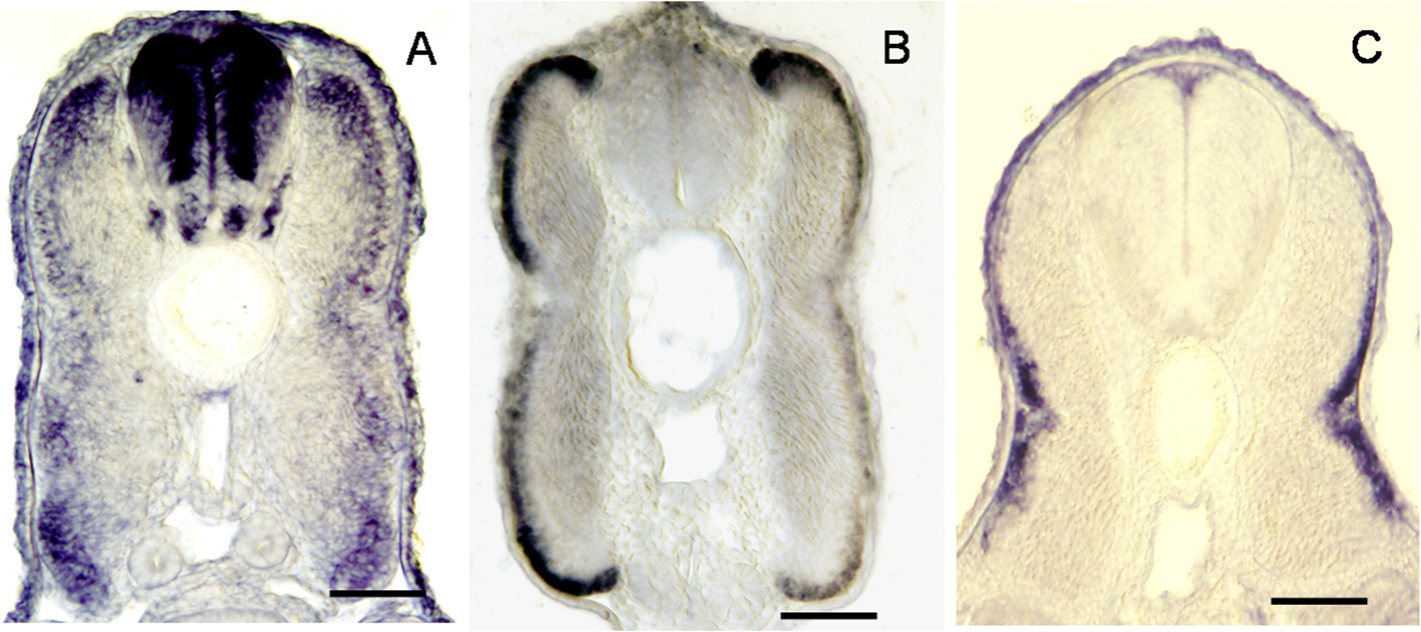
**Examples of in situ hybridisation of transcripts found to be up-regulated in laser- captured hyperplastic areas.** Transverse sections through the trunk of a 17-day-old trout embryo. Hes6 transcript accumulates in growth zones (**A**), BMP receptor type-1B transcript is mainly detected in dorsal and ventral lips of the dermomyotome (**B**) and gremlin transcript accumulates in the central domain of the dermomyotome (**C**). Horizontal line, 60 μm.

## Discussion

By taking advantage of laser capture microdissection and microarray technologies we aimed in this study to discover genes that potentially regulate myotube neoformation in fish. Combining these experimental approaches we identified nearly 7000 genes that were up-regulated in superficial growth (hyperplastic) zones of the late trout embryo myotome compared to adult myotomal muscle. In these zones, our transcriptomic analysis revealed the up-regulation of canonical genes known to have a role in controlling myogenesis, such as Pax3, Pax7 and the four bHLH myogenic factors. This observation indicates that muscle hyperplasia depends on the genetic regulatory pathways that regulate the initial (embryonic) myogenesis. The overexpression of the muscle progenitor markers Pax3 and Pax7 is likely the result of undifferentiated dermomyotome-derived myogenic cells, which are transiently stockpiled in the lateral fast muscle before they differentiate into new myofibers (Steinbacher et al., 2008), in the captured material. Along with MRF genes, we observed the up-regulation of Tsh3, ARX, meis1 and the homeodomain containing protein pbx1, all of which have been reported to modulate the activity of MRF during skeletal muscle differentiation [19-22]. Interestingly, we observed the overexpression of a variety of transcriptional regulators for which a function in myogenesis has not been shown or is poorly documented; for example, we noted the up-regulation of seven distinct members of the Myc family. Using in situ hybridisation, we further showed that c-myc transcript is detectable in differentiating myotubes indicating that c-Myc not only regulates cell growth, apoptosis and metabolism as classically reported [23], but may also activate, at least in myogenic cells, the differentiation machinery. Among the Hes gene family members overexpressed in hyperplastic zones, we found Her6, hey1 and hey2 which are transcribed in the developing primary myotome of zebrafish [24]. In addition, we showed in this study that Hes6 and hairy related-9 transcripts are detectable in superficial hyperplastic zones using in situ hybridisation. In keeping with a possible role for Hes6 in trout muscle hyperplasia, it is worth noting that the microinjection of Hes6 RNA into *Xenopus* embryos induces an impairment of terminal differentiation and an expansion of the myotome [25]. Sox5 and Sox11 transcripts were also up-regulated in laser-captured samples from the peripheral domain of the myotome. We have recently shown that Sox5 is expressed in myogenic cells from the dermomyotome-like epithelium notably at the level of the dorsal and ventral lips [26]. We report in this study a similar pattern of sox11 expression, indicating that these two genes are transcribed in dermomyotome-derived cells prior their differentiation. In addition to DNA-binding transcriptional regulators, we observed the up-regulation in hyperplasic area of a large set of genes involved in chromatin remodelling. Specifically, we observed the up-regulation of Ezh2, an essential component of the polycomb-repressive complex, which has been recently reported to control self-renewal and preservation of the transcriptional identity of skeletal muscle stem cells [27]. Additionally, we report the overexpression of histone modifying enzymes including protein arginine methyltransferase 4 (PRTM4/CARM1) and 5 (PRTM5), which, in zebrafish, have a major role in controlling MRF expression and proper myogenesis [28]. Among the SWI/SNF chromatin remodelling enzymes overexpressed in our analysis it is worth noting that Brg1/Smarca4 has been shown to alter chromatin structure at myogenic loci facilitating transcription [29].

Myoblast fusion is required for muscle fibre formation. This step depends on cell-cell contact that is mediated by proteins present at the surface of the myoblats [30] (Krauss et al., 2005). Among the large set of membrane proteins up-regulated in hyperplastic zones were found many genes encoding Ig-domain containing transmembrane proteins such as Kin of irre 3, Ncam, N-cadherin, M-cadherin and Brother of CDO, all of which are known to influence cell-cell interactions during myoblast differentiation or fusion [30]. Surprisingly, in contrast to M-cadherin, which is expressed in differentiating myoblasts located at the periphery of the expanding myotome [31], Kin of Irre 3 and brother of CDO were found to be transcribed primarily in the external dermomyotome-like epithelium, similar to what is observed for N-cadherin [31]. This indicates that the transcription of Kin of Irre 3 and brother of CDO takes place early in the myogenic progenitor cells that participate in the second wave of myofibre formation and does not depend on MRF activity. Interestingly, we found that Junctional adhesion molecule Jam2b which is closely related to jam2a (Jam-B) and Jam3b (JAM-C), both critical for myocyte fusion [32], was also up-regulated along with protogenin which is closely related to the promyogenic transmembrane protein Neogenin [30]. The Ig superfamily members CD 166 and CD 276, which were up-regulated in our microarray, have also been detected at the surface of mouse C2C12 myoblasts [33], suggesting a role for these two proteins in early myoblast-myoblast interactions. Other membrane proteins that were both up-regulated in superficial hyperplastic zones in our study and that have been detected at the surface of C2C12 cells included cleft lip and palate transmembrane protein1, trophoblast glycoprotein, tissue factor/CD142, Ephrin type A receptor 2, tetraspanin 3 and 4 and fibroblast growth factor 4 (FGFR4) [33]. FGFR4 is highly expressed during chick embryo muscle differentiation [34] (Marics et al., 2002) and muscle regeneration [35]. Our data further support the involvement of FGFR4 in fish muscle hyperplasia as FGF6, a secreted ligand that binds to FGFR4 [36], is overexpressed in laser-captured hyperplastic zones. Other secreted factors that may act in an autocrine and/or paracrine manner to regulate muscle hyperplasia included anteriorgradient protein 2 which acts as a growth factor for blastema cells during regeneration of salamander limbs [37], and Neurotrophin 4, which acts as a regulator of the development, maintenance and regeneration of skeletal muscle fibres [38]. In addition, the expression of both Hepatoma-derived growth factor and Hepatoma-derived growth factor-related protein 2 was up-regulated in hyperplastic zones. Hepatoma derived growth factor is a heparin binding protein that promotes the proliferation, differentiation and migration of various cell types, such as vascular smooth muscle cells [39].

The Sema3D and sema7A proteins that were up-regulated in our microarray, are also produced by C2C12 differentiating myogenic cells [40]. These secreted proteins were initially identified as regulators of axon guidance [41] and, subsequently, were shown to participate in myogenic differentiation [42,43]. Superficial growth zones exhibits high levels of expression of various morphogens or secreted antagonists of morphogens, suggesting that these areas are subjected to complex overlapping morphogenic signals. An example of this from our analysis is the up-regulation of both Gremlin-1 and SFRP2. Gremlin-1 is known to inhibit Tgfβ/BMP activity and thus favours myogenic cell differentiation [44]. However, SFRP2, by inhibiting the myogenic activity of Wnt, is predicted to prevent precocious myogenic differentiation. Interestingly, the expression of Wnt5 and Wnt11 is up-regulated in hyperplastic zones along with the transmembrane receptors frizzled 3 and 7, the protocadherin Fat1, the dishevelled interactor dact1 and the planar cell polarity effectors Vang-like1 and Vang-like2. This suggests that a pathway similar to planar cell polarity [45], which is notably involved in the oriented elongation of early muscle fibres [46], may regulate the formation of new muscle fibres at the surface of the trout primary myotome.

## Conclusions

In the present study, LCM and microarray analysis were used as tools to characterise the transcriptomal landscape of the superficial growth zones of the early fish myotome. Our data provide a valuable resource for the further characterisation of individual genes, sets of genes and signalling pathways that may control the neoformation of myotubes in fish. In addition, this work serves as a potentially useful source of information for the identification of novel genes that regulate muscle regeneration in vertebrates.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PYR coordinated the study, analysed the data and wrote the manuscript. JM performed microarray experiments and analysed the data. AF performed laser capture microdissection and RNA extractions of laser captured material. CR and VL performed in situ hybridisations. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Biological functions associated with hyperplasia-correlated genes as defined by Ingenuity Pathway Analysis. Click here for file

Additional file 2 List of the transcriptional regulators overexpressed in the superficial growth zones. Click here for file

Additional file 3 List of the membrane-associated proteins overexpressed in the superficial growth zones. Click here for file

Additional file 4 **In situ hybridisation of transcripts up-regulated in laser captured hyperplastic area.** Transverse sections through the trunk of a 17-day-old trout embryo. (A) Myc, (B) Meis 3, (C) Sox11, (D) AATF, (E) Hairy related-9, (F) Meis 1, (G) Kirrel3, (H) Brother of CDO (BOC), (I) Wnt16, (J) M-cadherin, (K) RCAS1, (L) Tetraspanin 13, (M) Vang-like 2, (N) Lin-28, (O) SFRP2, (P) Dapper 1. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

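RNA from 4 pools of laser-captured superficial hyperplastic areas of the late trout embryo myotome, 3 pools of its deep domain and 3 adult fast muscles was labelled with Cy3 and hybridised to 10 Agilent arrays. The groups and replicate numbers were taken from the sample labels, which match the group sizes in the methods. The paper cites its data under another deposit number than that of these files. Their labels, group sizes and array format match the paper, so they were taken as the paper's data, which the deposit number leaves unproven.

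The authors deposited 2 kinds of values. The first is the scanner output of each array, an intensity for every spot that Agilent Feature Extraction had corrected for background, with no normalisation between arrays. The files give version 10.7.3.1 for slide 1 and 10.7.1.1 for slide 2. The second is a value table with log2 values, which the authors made from the same intensities. Comparison with the scanner output showed quantile normalisation over the 10 arrays, since every column has the same sorted values, with a median of 5.36, and these differ from the mean of the sorted log2 intensities by at most 0.0045. For the normalisation of the arrays the paper's text names GeneSpring without the method, and for clustering it names a log transformation and median centring. The scale, centring and direction of the table are known from this comparison, and the array that each column holds was found by rank correlation. This comparison was used to describe the table and not to assign any sample to a group.

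From the intensities, the log2 value of each spot was taken, spots flagged as outliers were left out (between 2 and 44 per array), the array's 75th percentile over probes outside the controls was subtracted and the spots of a probe were averaged. Probes well above background on every array of at least 1 group of the fit were kept. limma 3.58.1 in R 4.3.3 was fitted to the 7 arrays of superficial areas and adult muscle, and to all 10 arrays for the comparisons that involve the deep domain. Calls needed a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 3. Tables were read with Python 3.11.15, pandas 2.3.3 and data.table 1.17.8, and plots were drawn with matplotlib 3.10.9.

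The procedure was tested on simulated data before it was run. Unchanged arrays were simulated for 23935 probes with 200 of them changed 6-fold. Only probes well above background on every array were simulated, with independent noise and no slide effect. The procedure recovered 88% of the changed probes with 0 false calls for superficial areas against adult muscle, 86% with 1 false call for the deep domain against adult muscle, and 93% with 1 false call for superficial areas against the deep domain. These values do not cover dim probes, changes in a large share of the probes or differences between slides.

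The precision is set by the number of arrays, by the share of spots above background, which was lowest for deep replicate 3, and by the slides. Slide was tested as a block, as a random block (correlation within slides of 0.23 for superficial areas against adult muscle and 0.095 over the 3 groups) and by a fit of slide 1 alone. All superficial arrays lie on slide 1 and all deep arrays on slide 2, so a difference between these domains is separated from a difference between slides only through the adult arrays.

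The groups share replicate numbers in the labels, which neither the paper nor the labels tie to a shared fish or day, and the numbers were not used as a pairing.

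Genes were named only from the identifiers in the files and through a table of reference sequence accessions, in which 4 of 7 accessions were found and 3 had a gene name. In all, 46 genes were named, 33 of which were tested. The genes reported by name are those the paper names and, besides these, the 5 with the largest rise and the 5 with the largest fall among the called genes measured on all 7 arrays without overlap. SOD2, glucose transporter 1 and fbx32 are outside this rule and are given only because they reversed with the value table taken by its column names. For a gene with several probes, the probe with the highest mean over all arrays was taken. This applied to scleraxis alone. The 5 with the largest rise were Myf5, myogenin, GPX1, GR and mrf4, and the 5 with the largest fall were fast mlc3, LC3B, calpastatin, skelemin and PPARa. No named gene was called between superficial areas and the deep domain. Of 60195 probes, 31294 carry identifiers of assembled sequence clusters and 28818 identifiers of single reads or expressed sequence tags, and 0 carry a description.

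Of the paper's lists, the transcriptional regulators of Additional file 2 had 5 entries that the files name, and the membrane-associated proteins, epigenetic factors, secreted factors and planar cell polarity genes had 0, so no set test was run on them. Gene sets for the functions named by the pathway analysis and for markers of neighbouring tissues had been prepared, and 0 of their 488 members could be matched to a probe. These functions, and carry-over from neighbouring tissues, were not analysed here. In situ hybridisation was not analysed here.

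The processing alternatives were set before the data were examined, apart from 4 that were added afterwards: normexp background correction on the median spot signals, the authors' deposited value table with each column given to the array it holds, the same with the methods' t-test without adjustment, and scaling to spike-in control probes. The planned normexp correction on the mean spot signals was not run, since the files of slide 2 hold no mean signal.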

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

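The superficial array of replicate 3 had 69.7% of its spots well above background, whereas the other superficial arrays had between 60.8% and 61.2%. Its gap to the nearest array was 0.948 of the range of the group, above Dixon's limit for a group of 4. In all, 12 measures of the superficial arrays were examined this way, and chance alone exceeds the limit in about 5% of groups. The array was also the brightest of its group, with a 75th percentile of 356 against 223, 263 and 277. Leaving it out gave 6168 probes up-regulated against adult muscle in place of 6399. Whether labelling, scanning or the captured material made it brighter was not tested, and no biological explanation was tested, since the pools of a group differ in nothing that the labels record.

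Among the probes measured, 53 were higher in the deep domain than in both superficial areas and adult muscle, which the paper does not discuss. Their median log2 difference between the deep domain and superficial areas was 3.82, and every deep array exceeded every other array for all 53, as the selection favours. The deep arrays share a slide, so a difference between slides was weighed first. For these probes, adult replicate 3, which lay on the same slide as the deep arrays, was lower than adult replicates 1 and 2 in most cases, and the median adult difference between slides was -0.1225 of the difference between the domains. The adult arrays thus argue against the slide as the source of the whole group. With slide as a block, which spends part of the information on the slide, 11 of the 53 were still called. RNA from tissue next to the deep muscle mass is a candidate source that could not be tested because none of the 53 probes has a gene name. A difference in expression between the domains of the myotome stays open, untested. The number of probes lower in superficial areas than in the deep domain, 89 with all arrays, fell to 26 without deep replicate 2, 29 without deep replicate 3 and 50 without deep replicate 1, to between 34 and 43 without any of the superficial arrays, and to 43 without adult replicate 2.

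The direction against adult muscle was opposite in the 2 embryonic domains for 3 probes, all of them among the 53, and all singled out after their values were seen. They were lower in superficial areas and higher in the deep domain than in adult muscle, and the difference between the domains was itself tested with limma. For TC125093 the levels were -3.10 ± 0.48 (SD, n = 4) in superficial areas, 2.80 ± 0.39 (SD, n = 3) in the deep domain and -0.65 ± 0.33 (SD, n = 3) in adult muscle, and the log2 difference between superficial areas and the deep domain was -5.90 (adjusted p = 1.6e-05). For GBPNQUD01DUWHX.s.om.10 that difference was -3.27 (adjusted p = 0.00146). For FYV3OTN01DPGBB.s.om.10, which was well above background on 3 of 4 superficial arrays, the deep domain was at least 12.2-fold higher than superficial areas (adjusted p = 0.00241). Adult replicate 3 differed from the mean of adult replicates 1 and 2 by -0.21 on the log2 scale for TC125093, 0.86 for GBPNQUD01DUWHX.s.om.10 and -0.25 for FYV3OTN01DPGBB.s.om.10. With slide as a block only TC125093 was still called (adjusted p = 0.00821). For TC125093, whose log2 difference between the domains was 6.11 with the block, this argues against the slide as the whole source, although slide 2 holds a single adult array. For the other 2 probes the slide is not excluded. Captured tissue was not tested.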

How the results depend on the processing

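In all, 38 settings other than the reported one were tried, 10 of which leave out an array. The 4 named as chosen after the data were seen in the summary of the processing are marked below.

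The counts against adult muscle stayed within 1.5 times the reported ones under most settings. For superficial areas against adult muscle this held for 27 of 32 settings in each direction, and for the deep domain against adult muscle for 27 of 33 (higher) and 26 of 33 (lower). With arrays left out in turn, superficial areas gave between 6168 and 6575 higher and between 7781 and 8245 lower probes, and the deep domain between 4681 and 5724 higher and between 5827 and 6915 lower.

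With the columns of the authors' deposited value table taken by their names, limma called 0 probes in each direction of the 3 comparisons. At an unadjusted p under 0.05 there were 835 probes for superficial areas against adult muscle, 1690 for the deep domain against adult muscle and 1204 for superficial areas against the deep domain, and the methods' t-test called 28, 68 and 22 probes without adjustment and 0 after it. The columns named for a group hold arrays of other groups, so this setting does not compare the groups. Under it, 8 named genes reversed, with log2 fold changes in superficial areas against adult muscle of 0.67 for fast mlc3, 0.28 for calpastatin, 0.63 for skelemin, 0.56 for SOD2, -0.30 for GR, -0.36 for glucose transporter 1, 0.48 for PPARa and 0.48 for fbx32. No called gene reversed under any other setting.

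Restricting the test to probes well above background on every array, which tests fewer probes, gave 4117 higher and 4489 lower for superficial areas against adult muscle, 3168 and 2760 for the deep domain against adult muscle, and 45 lower in superficial areas than in the deep domain. Without a fold change threshold the counts were 10796 and 13530 for superficial areas and 8531 and 10402 for the deep domain. A threshold of 2 gave 7617 probes higher in the deep domain than in adult muscle. The methods' t-test with Benjamini-Hochberg adjustment gave 2618 higher and 2568 lower for the deep domain against adult muscle. Normexp on the median spot signals, chosen after the data were seen, gave 3279 and 3432 for superficial areas, 2112 and 2874 for the deep domain, and 56 probes lower in superficial areas than in the deep domain. The cause was not tested. Scaling to the spike-in control probes, also chosen afterwards, gave 2354 probes lower in the deep domain than in adult muscle, and the deposited value table by the arrays it holds with the methods' t-test, chosen afterwards, 4385. The cause was not tested. Counting named genes in place of probes left 8 higher and 8 lower.

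The small counts between superficial areas and the deep domain, 9 higher and 89 lower, depended on the setting. The methods' t-test without adjustment gave 70 higher and 291 lower, and after adjustment 3 and 1. limma without adjustment gave 147 and 543, an adjusted p under 0.05 gave 80 and 358, and array weights 78 and 289. Higher probes numbered 14 under quantile normalisation, 14 under median scaling, 17 with a fold change threshold of 2, 17 with none, and 18 with only the groups compared in the fit. With no filter on dim probes there were 2 higher and 42 lower. With slide as a block there were 1 and 12, and with slide as a random block 2 and 37. Among the settings chosen afterwards, the deposited value table by the arrays it holds gave 14 higher, the same with the methods' t-test 89 higher and 250 lower, and spike-in scaling 0 higher by limma, with 179 higher at an unadjusted p under 0.05. With arrays left out in turn, between 1 and 18 probes were higher and between 26 and 81 lower. The cause was not tested.

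With the replicate number as a block limma called 0 probes higher, with 3187 at an unadjusted p under 0.05, and 15 lower in superficial areas than in the deep domain, 6145 higher and 7731 lower in superficial areas than in adult muscle, and 4890 higher and 6084 lower in the deep domain than in adult muscle. The replicate numbers did not pair the arrays, since the deviations of arrays with the same number correlated between -0.331 and 0.132.

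The share of higher probes among those called in superficial areas against adult muscle was 44.1%, and 55.6% under median scaling. For the deep domain it was 43.5%, 54.1% under median scaling and 62.0% under spike-in scaling. The median log2 difference of all tested probes between superficial areas and adult muscle was -0.22. It was 0.08 under median scaling, -0.05 under quantile normalisation, -0.34 with the percentile taken over probes well above background on every array, and -0.07 under spike-in scaling. A change of a gene is relative to these medians.

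The deep domain lay between the other groups for 84.8% of the higher and 76.6% of the lower probes. The first share was 80.8% with the percentile taken over probes well above background on every array, 76.2% with probes selected on replicates 3 and 4 and placed on the others, 94.0% under normexp on the median signals and 58.9% under spike-in scaling. The second was 69.7% under quantile normalisation, 69.7% with the deposited value table by the arrays it holds, 65.2% with probes selected on replicates 3 and 4, and 90.3% under spike-in scaling. The median position moved beyond the spread between deep arrays only under spike-in scaling, to 0.969 for the higher probes. It was 0.735 for the lower probes there, within that spread. With arrays left out, the shares ranged from 79.6% to 85.9% and from 67.8% to 79.3%, the lowest of each without deep replicate 3, and the median positions from 0.824 to 0.896 and from 0.815 to 0.914. The cause was not tested.

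Among the 33 named genes tested, 7 lost their call against adult muscle under at least 1 setting other than the value table by its column names, and 10 that were not called gained a call under some setting. mrf4 fell below 3-fold with array weights (log2 1.498), with the percentile over probes well above background on every array (1.51), with slide as a random block (1.55) and under normexp (1.40), besides the settings given with its value. Pax7 was not called with the replicate block (2.13) or under normexp (0.23), and GR was not called without adult replicate 2 (1.55), with the percentile over probes well above background on every array (1.55) or under normexp (0.75). The dim probes of Pax7 and Sox5 show what signal over background limits: where adult arrays do not measure a probe, only a bound on its fold can be given.

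The lists of the paper and their set tests could not be run because too few of their members, or none, were matched to a probe. Counting every probe of a gene changes nothing for genes with a probe each. The normexp correction on mean spot signals was not run because the files of slide 2 lack that signal.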

Differences from the paper's values

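The comparisons below hold only if these files are the paper's data, since the paper cites another deposit number. The counts of up-regulated and down-regulated probes, 6399 and 8097, are within 1.5 times the paper's reported 6828 and 5841 genes. The order of the counts is not the same. The paper reports more up-regulated than down-regulated genes in superficial hyperplastic areas, whereas more probes were lower than higher here. Among the alternatives set before the data were examined, more probes were higher than lower under quantile normalisation (7340 and 6838) and under scaling to the median (8115 and 6473). It was also so under 3 alternatives chosen after the values were seen: the authors' deposited value table with each column given to the array it holds (7346 and 6829), the same with the methods' t-test without adjustment (6981 and 6322), and scaling to spike-in control probes (7422 and 7388). The value table with the t-test comes nearest to the paper's counts. It calls each of the 5 genes of the paper that the files name, and which of the paper's other genes it drops is not known, since the files do not pair them with probes.

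The paper names Sox5 among the genes up-regulated in superficial hyperplastic areas. Its probe was higher there than in adult muscle by a log2 fold change of 1.24 and was not past the 3-fold threshold. It was called under quantile normalisation and with a fold change threshold of 2 or none, which were set before the data were examined, and with the deposited value table given to the arrays it holds, with limma or the methods' t-test, which were chosen after the values were seen.

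The paper lists MyoD among the up-regulated factors through paralogs that it names. The probe that the files call myod1 was lower in superficial areas than in adult muscle by a log2 difference of -0.63, not past the threshold. The files do not tell which paralog it represents, so this is not a measurement of either of the paper's transcripts.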

Other observations

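Of the tests given here, those of the value table's columns, of captured adult muscle in deep replicate 3, of the dim array and of the scaling as sources of the deep domain's position, of the slide for probes higher and lower in superficial areas than in the deep domain taken apart, and of the share of higher probes over scalings were chosen only after the result was seen. The test by spike-in scaling was written down before its result but after the files were examined, and that scaling is not among the planned settings.

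The authors' deposited value table is not arranged as its column names say. Only the column named for superficial replicate 1 holds the array of that name. The other 9 hold another array, and the columns named for adult replicates 1 and 3 hold arrays of the deep domain. The column order is consistent with columns filled in the alphabetical order of the scanner files, since all 10 columns hold the array at the same place in that order. Wrong labels on the scanner files were the other explanation. By the scanner labels, the most similar array was in the same group for all 10 arrays, but by the column names for 4 of 10 only, which argues against it. A fit that takes the columns by their names mixes the groups.

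Deep replicate 3 stood apart from deep replicates 1 and 2, with Spearman's correlations of 0.916 and 0.912 against 0.974 between those. Its 75th percentile lay -3.28 log2 units from the spike-in controls, whereas the other deep arrays stood at -1.24 and -1.01, so it gave little signal from the sample for the amount of control RNA. Low signal over background would act mainly on dim probes, through a raised floor. PPARg, well above background on no array, stood at -4.20 on replicate 3 against -6.52 and -6.75 on replicates 1 and 2. Over the 12029 brightest probes, the SD of the difference of replicate 3 from the nearer other deep replicate was 1.80 times that between replicates 1 and 2. Over the 12029 dimmest probes it was 0.748 times, but an SD does not register a common shift such as a raised floor. The spread of the bright probes argues against a raised floor as the only source, and other effects of low signal are not excluded. A raised floor by itself also moves dim probes that are lower in superficial areas towards adult muscle. The difference of replicate 3 from the other deep replicates ran towards adult muscle, with a median log2 difference of -0.30 for probes higher in superficial areas than in adult muscle and 0.57 for probes lower. Mature adult-like muscle RNA in the captured material was weighed. A shift of that size would need 20.4% of such RNA, but over 263 probes more than 5 log2 units brighter in adult muscle than in the other deep replicates, the excess in replicate 3 corresponded to a median of 0.728%. Adult muscle RNA as measured on these arrays therefore does not account for the shift. A pool with fewer newly forming fibres stays open, untested.

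The deep domain lay between superficial areas and adult muscle for most called probes, close to the superficial level. Several sources of such a pattern were tested. Measured within slides, against the adult arrays of the same slide, the median position for higher probes was 0.876 and for lower probes 0.796, which argues against the slide, although slide 2 holds a lone adult array. With probes selected on some arrays and placed with the others, the larger median position for higher probes was 0.856, against the selection of the probes. Without deep replicate 3 it was 0.896, against the dim array as the only source. A shift of a whole array moves the positions for higher and lower probes in opposite ways, and the mean of both was at most 0.877 over 6 scalings, against the scaling of the arrays. On the mean of both positions, the lowest superficial array lay 0.0244 above the highest deep array. That argues against the spread between pools of superficial areas, though the margin is small. The closest arrays stood at 0.9531 (superficial replicate 2) and 0.908 (deep replicate 1) for higher probes. For lower probes superficial replicate 2 at 0.9147 and deep replicate 2 at 0.9114 nearly met, so the lower probes alone do not exclude that spread. A hypothesis left by these tests is that the deep domain holds a transcriptome close to that of the superficial areas with a modest displacement towards adult muscle. It was found and tested on the same 10 arrays.

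The comparison of superficial areas with adult muscle was set against other splits of the 7 arrays. Of 35 splits, 1, the real one, gave as many called probes, and no other split called any. This argues against chance, though 35 splits allow no stronger statement. In this and the splits below, the other splits hold the group difference within their spread, which lowers their calls. With slide 1 alone 14527 probes were called, so the slide is not the source of these calls. Developmental stage, laser capture and the RNA extraction method all differ between embryonic and adult samples. None of these tests separates them. For the deep domain against adult muscle the real split was 1 of 10 with as many probes, none of the other splits calling any, and 10 splits by themselves are too few to exclude chance. Unchanged groups simulated against the same adult arrays gave 0 probes called alike in both embryonic domains, where 10441 were observed. Unchanged groups are hardly ever called at these thresholds, so the simulation does not decide the question. For superficial areas against the deep domain the real split was 1 of 35, the largest other split calling 4 probes in place of 98. This argues against chance, but the real split is also the split by slide.

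Slide and domain are confounded in the comparison of superficial areas with the deep domain, and the adult arrays on both slides bear on it. For the 89 probes lower in superficial areas, 39.3% had an adult difference between slides in the same direction, which argues against the slide for them as a group. For the 9 probes higher in superficial areas, 88.9% did, with a median adult difference of 0.55 against 1.89 between the domains, so for these 9 probes domain and slide cannot be told apart with a lone adult array on slide 2.

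Whether more probes fall or rise in superficial areas against adult muscle depended on the scaling. The share of higher probes was 44.1% under the 75th percentile and reached 55.6% under median scaling, a measure chosen after the result was seen. The other test was the shift of the median log2 difference of all tested probes under scaling to the spike-in controls. It was 0.16. That is in the range written down as speaking against the scaling, but under the same scaling the order of the counts turned, with 7422 higher and 7388 lower probes (50.1% higher), so this test does not decide. Whether the scaling or the samples make more probes fall than rise is left open.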
